# Single-cell transcriptomes and T cell receptors of vaccine-expanded apolipoprotein B-specific T cells

**DOI:** 10.3389/fcvm.2022.1076808

**Published:** 2023-01-05

**Authors:** Felix Sebastian Nettersheim, Yanal Ghosheh, Holger Winkels, Kouji Kobiyama, Christopher Durant, Sujit Silas Armstrong, Simon Brunel, Payel Roy, Thamotharampillai Dileepan, Marc K. Jenkins, Dirk M. Zajonc, Klaus Ley

**Keywords:** ApoB, P6, atherosclerosis vaccine, regulatory T cells, single-cell RNA-sequencing

## Abstract

Atherosclerotic cardiovascular diseases are the major cause of death worldwide. CD4 T cells responding to Apolipoprotein B (ApoB), the core protein of most lipoproteins, have been identified as critical disease modulators. In healthy individuals, ApoB-reactive (ApoB^+^) CD4 T cells are mostly regulatory T cells (T_regs_), which exert anti-inflammatory effects. Yet, they may obtain pro-inflammatory features and thus become proatherogenic. Evidence from animal studies suggests that vaccination against certain major histocompatibility complex (MHC) II-binding ApoB peptides induces an expansion of ApoB^+^ T_regs_ and thus confers atheroprotection. To date, in-depth phenotyping of vaccine-expanded ApoB^+^ T cells has not yet been performed. To this end, we vaccinated C57BL/6J mice with the ApoB-peptide P6 (ApoB_978–993_ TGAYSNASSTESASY) and performed single-cell RNA sequencing of tetramer-sorted P6^+^ T cells. P6^+^ cells were clonally expanded (one major, two minor clones) and formed a transcriptional cluster distinct from clusters mainly containing non-expanded P6^+^ and P6^–^ cells. Transcriptomic profiling revealed that most expanded P6^+^ cells had a strong T_reg_ signature and highly expressed genes mediating suppressive functions. Yet, some expanded P6^+^ cells only had a residual T_reg_ signature and expressed genes related to T helper 1 (T_H_1) cells, which are proatherogenic. Modeling the T cell receptor (TCR) and P6:MHC-II interaction showed that only three amino acid residues in the α and β chain contact the P6 peptide in the MHC-II groove and thus determine the specificity of this TCR to P6. Our data begin to reveal the vaccination-induced response to an ApoB epitope.

## 1. Introduction

Atherosclerosis, the major underlying cause of cardiovascular diseases, involves chronic inflammatory processes in the arterial wall which are mediated by an autoimmune response against plaque-associated autoantigens (1, 2). Accumulating evidence suggests a critical role of CD4 T cells responding to Apolipoprotein B (ApoB), the core protein of most lipoproteins, in atherogenesis (3). ApoB reactive (ApoB^+^) CD4 T cells have mixed phenotypes in healthy mice and humans that undergo dynamic changes in the course of atherosclerosis development (4, 5). Initially, ApoB^+^ T cells with regulatory T cell (T_reg_) signatures dominate. Regulatory T cells (T_*regs*_) are one of the lineages of CD4 T cells that limit inflammatory responses (6) and thereby confer atheroprotection (7, 8). During atherogenesis, ApoB^+^ T cells progressively lose their T_reg_ signatures and acquire phenotypes with pro-inflammatory properties (4, 5).

Preclinical studies have shown that vaccination against certain ApoB peptides induces an expansion of T_*regs*_ and thereby protects from atherosclerosis (9). Most of these studies were limited as epitope-specific CD4 T cells were not identified and, consequently, the underlying mechanisms of ApoB-vaccine-related tolerogenic immunity are not well understood. CD4 T cells recognize peptide epitopes bound to major histocompatibility complex class II (MHC-II) (10). Mouse models on the C57BL/6J genetic background express only one single allele of MHC-II, I-A^b^, which enables detection of antigen-specific CD4 T cells by using recombinant truncated I-A^b^ molecules covalently loaded with the antigenic peptide and tetramerized by fluorescently labeled streptavidin (11). We recently detected T cells reactive to the ApoB epitopes P6 and P18 by using I-A^b^ tetramers (4, 12). In line with previous analyses of bulk CD4 T cells (13–15), flow cytometry suggested that vaccination against ApoB peptides mainly induces an expansion of ApoB^+^ T_*regs*_ (12). To date, in-depth characterization of vaccine-expanded ApoB^+^ T cells has not been performed.

Most CD4 T cells express only one αβ heterodimeric TCR per cell. Both TCRα and TCRβ are highly polymorphic, with billions of sequences generated by V(D)J recombination and template-free filling to generate the CDR3 sequences, which are largely responsible for antigen specificity. Single cell RNA sequencing (scRNA-Seq) can be used to assemble paired TCRα and β chains (16–18). Single cell TCR sequences of ApoB-specific CD4 T cells have not been described.

Here, we combined P6: I-A^b^ tetramer sorting with Smart-Seq2 scRNA-Seq (single-cell single-well) (19) to obtain full-length transcriptomes and paired TCRα and β chains of P6^+^ CD4 T cells. This method is more expensive and produces fewer (tens to hundreds) but much better transcriptomes than alternative methods (20, 21). Our data show that immunization with P6 induces oligoclonal expansion of P6^+^ T cells with a dominating T_reg_ signature. We identified upregulation of several genes involved in mediating suppressive functions. Our findings are the first full-length transcriptomes and paired α/β TCR sequences from *ex vivo* T cells specific for an atherosclerosis-related antigen and will help to better understand the autoimmune response in atherosclerosis.

## 2. Materials and methods

### 2.1. Animals and experimental design

Seven-week-old C57BL/6J female mice were purchased from The Jackson Laboratory (strain# 000664 Bar Harbor, ME, USA) and maintained under specific pathogen-free conditions. All animal studies were approved by the local Institutional Animal Care and Use Committee. ApoB_978–993_ (P6: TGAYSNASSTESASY) peptide was purchased from A&A Labs (San Diego, CA). Complete (CFA) and incomplete (IFA) Freund’s adjuvants were purchased from SIGMA (St. Louis, MO). C57BL/6J mice were intramuscularly immunized with 100 μg P6 peptide in 100 μl CFA/PBS (50:50%) at week 0 and 100 μg P6 peptide in 100 μl IFA/PBS (50:50%) at week 2. For each immunization 50 μl were injected into the left and right musculus quadriceps femoris. Two weeks after final immunization the inguinal and para-aortic lymph nodes were collected.

### 2.2. P6 tetramer production

ApoB:MHC monomers were expressed as previously described (11). Briefly, sequences encoding the antigenic peptide ApoB 978–993 were fused to the N-terminus of the mouse MHC-II (I-A^b^) beta chain by a flexible polyglycine linker in the pRMHa-3 expression vector and co-expressed in Drosophila melanogaster S2 cells with the mouse MHC-II (I-A^b^) alpha chain and BirA ligase. Biotinylated ApoB:MHC monomers were purified from culture supernatants using nickel affinity chromatography, followed by an additional purification on a Pierce Monomeric Avidin UltraLink Resin column (Thermo Fisher Scientific, Waltham, MA, USA) and coupled to streptavidin-phycoerythrin (PE) or streptavidin-allophycocyanin (APC) (Prozyme, Hayward, CA, USA) to generate tetramers.

### 2.3. Peptide:MHC tetramer staining and index sorting

Cell suspensions were prepared from draining (inguinal and para-aortic) lymph nodes. Lymph nodes were passed through a 70 μm cell strainer and the cell suspension was filtered once more through a 70 μm strainer before washing (400 × g, 4 min, room temperature). Cells were counted using trypan blue and a Neubauer chamber. Before incubation with tetramers, CD4 + T cells were enriched by a negative magnetic bead separation followed by anti-mouse biotinylated monoclonal antibodies all obtained from Tonbo Biosciences, San Diego, CA, USA:

CD8α, clone 53-6.7, cat.# 30-0081-U500; CD19 clone 1D3, cat.# 30-0193-U500; NK1.1, clone PK136, cat.# 30-5941-U500; CD11c, clone N418, cat.# 30-0114-U500; F4/80, clone BM8.1, cat.# 30-4801-U500; CD11b clone M1/70, cat.# 30-0112-U500; TER-119, clone TER-119, cat.# 30-5921-U500; CD45R, clone RA3-6B2, cat.# 30-0425-M001; and streptavidin-coupled magnetic microbeads (Stem Cell Technologies, Seattle, WA, USA). 20 μl of each antibody and 70 μl magnetic beads were used for each mouse.

Enriched CD4 + T cells were > 90% pure, based on surface expression of TCR-β and CD4 as measured by flow cytometry. Isolated CD4 T cells were washed (400 × g, 4 min at 4°C) and incubated for 30 min at 37°C and 5% CO_2_ in 100 μl of 50 nM Dasatinib (Stem Cell Technologies) in RPMI supplemented with 10% FCS (Gemini Bio, West Sacramento, CA, USA) and 1x Pen/Strep (Thermo Fisher Scientific). Subsequently, 1 μl (equaling a final concentration of 10 nM) of ApoB:MHC-streptavidin-PE and ApoB:MHC-streptavidin-APC tetramer were added for an additional 45 min incubation period. Cells were washed (400 × g, 4 min at 4°C), the supernatant discarded and resuspended in 100 μl of Live/Dead Aqua (Thermo Scientific Fisher) diluted 1:1,000 in PBS. After a 30 min incubation on ice in the dark, 100 μl of staining buffer (fetal bovine serum 1:50 diluted in PBS) were added to the samples and cells were washed (400 × g, 4 min at 4°C). The supernatant was discarded and the cells were resuspended in staining buffer with the following anti-mouse monoclonal antibodies at 1:100 dilution:

CD16/32, clone 2.4G2, Tonbo Biosciences, cat.# 70-0161-M001; CD8a BV421, clone 53-6.7, BioLegend, San Diego, CA, USA, cat.# 100738; CD19 BV421, clone 6D5, BioLegend, cat.# 115538; NK1.1 BV421, clone PK136, BioLegend, cat.# 108732; CD11c BV421, clone N418, BioLegend, cat.# 117343; F4/80 BV421, clone BM8, BioLegend, cat.# 123132; CD11b BV421, clone M1/70, BioLegend, cat.# 101251; Ter119 BV421, clone TER-119, BioLegend, cat.# 116234, CD45R BV421, clone RA3-6B2, BioLegend, cat.# 103251; CD25 BV605, clone PC61, BioLegend, cat.# 102036; CD62L BV785, clone MEL-14, BioLegend, cat.# 104440; TCR-β Alexa Fluor 700, clone H57-597, BioLegend, cat.# 109224; CD4 APC-eFluor 780, clone GK1.5, Thermo Fisher Scientific, cat.#47-0041-82; CD44 PE/Cy7, clone IM7, BioLegend, cat.# 103030.

After staining for 30 min on ice in the dark, cells were washed (400 × g, 4 min at 4°C), the supernatant was discarded, and cells were resuspended in 150 μl staining buffer for sorting with a BD Aria Fusion (BD Biosciences, San Diego, CA, USA). A 70 μm nozzle and medium pressure at 800–1,200 events/s were used to index sort single cells into single wells of a 384-well plate (Thermo Fisher Scientific, 4483322, MicroAmp EnduraPlate optical). For sorting P6:MHC-positive CD4 T cells, 90% of the sample volume were used while P6:MHC-negative CD4 T cells were sorted from the remaining 10%. Each well contained 4 μl lysis buffer. For 1 reaction of lysis buffer 2 μl of diluted RNase inhibitor, 1 μl dNTPs (10 mM, Thermo Fisher Scientific) and 1 μl of 10 μM Oligo-dT30VN (IdT, Coralville, IA, USA) were mixed. RNase inhibitor (Takara/Clonetech, Mountain View, CA, USA) was diluted 1:20 in 0.2% Triton X-100 (Merck, Darmstadt, Germany), which was diluted in nuclease-free water (Qiagen, Hilden, Germany)

After sorting, the plate was sealed, gently vortexed, and centrifuged at 2,000 rpm for 30 s ensuring that all cells were collected in the lysis buffer. Subsequently, the plate was incubated for 3 min at 72°C to hybridize the Oligo-dT primer with the mRNA. The plate was immediately stored at -80°C until library preparation.

### 2.4. Library preparation

Single cell libraries were prepared according to the Smart-Seq2-protocol (22, 23) with the following modifications. Pre-amplification PCR cycles were increased to 23 to obtain sufficient amounts of cDNA for the sequencing analysis. Primer dimers were eliminated by two 0.8x Ampure-XP bead clean ups. 0.3–0.5 ng of pre-amplified cDNA were subjected to library preparation with the Nextera XT library preparation kit, Illumina, San Diego, CA, USA in 8 μl reaction volume. Barcoded libraries were pooled and sequenced the with a S1 flow cell and a 300-cycle kit on a NovaSeq Illumina platform to obtain 150-bp paired-end reads. Quality controls were performed using TapeStation with D5000 high sensitivity tapes (both from Agilent, Santa Clara, CA, USA). Quantification was performed using Qubit high sensitivity kit (Thermo Fisher Scientific) after PCR preamplification, and the PicoGreen assay (Thermo Fisher Scientific) after Nextera XT had been performed.

### 2.5. Preprocessing and quality control

A total of 150 bp paired-end raw sequencing reads from Illumina NovaSeq (Illumina pipeline v1.9) for 176 cells were run through FASTQC^1^ (v0.11.7). All cells passed sequence quality score as defined by FASTQC. On average, we captured 2.5 million reads per cell. STAR (v2.6.0a) (24) index was built using ENSEMBL GRCm38 genome (primary assembly) and annotation (GRCm38.92) (25). Raw reads were then mapped using STAR with the added parameters “–quantMode GeneCounts” and “–outSAMunmapped Within”. The mapped reads BAM file was sorted using SAMtools (v0.1.19) (26). Post-mapping sequencing quality was performed on the sorted BAM file using QoRTs (v1.3.0) (27). Gene body coverage was determined for the upper-middle quartile genes according to QoRTs. Mapping rate includes unique as well as multi-mapping reads.

### 2.6. scRNA-Seq analysis

Gene counts were obtained from STAR. ENSEMBL gene ids were converted to gene names using the ENSEMBL annotation (25). Genes which are not within chromosomes were discarded. Ensembl gene ids without a corresponding gene name were discarded. Identical gene names were collapsed using average. Seurat (28) was used to analyze the scRNA-Seq dataset. We discarded cells with less than 500,000 reads, or less than 2,000 genes, cells with high mitochondrial content (= 10%), or cells with low total mapping rate (=75%). All analyses were performed using the Seurat (v3.0.2) R package. The expression of the remaining 129 cells were normalized (LogNormalization with scale.factor = 1e6) and imputed using ALRA. The top 500 variable genes using the “vst” method were selected and scaled, regressing out the effects of mitochondrial content, plate, and sequencing depth. PCA was performed and the first 8 PCs according to JackStraw method were retained. UMAP (29) projection was done on these PCs, with number of neighbors set to 50. Clustering was done using Louvain algorithm, with resolution set to 0.3 and k.param for neighbor finding set to 10. Marker identification was done using the ROC test, retaining only up-regulated genes with an AUC = 0.8. g:Profiler (30) was used to find over-represented GO terms and pathways in the marker genes. Statistically significant pathways with a q-value of =0.1 are reported. Raw FASTQ files were fed into TraCeR (v0.6.0) (16) “assemble” to reconstruct the alpha and beta chains of the TCR. Default arguments were used. We used all the reconstructed chains to call TCR clonotypes regardless of productivity or expression level. Heatmaps were created using pheatmap (v1.0.12). Chain similarity graph was done using ggraph (v1.0.2).

### 2.7. Structural modeling

The three I-A^b^ crystal structures PDB ID 3C60, 2IAD, and 1AIO were superimposed, revealing conserved backbone binding of the three different peptides in the I-A^b^ binding groove. We used NetMHCIIpan (v3.2) (31) to predict the binding core of the ApoB6 peptide, which was then superimposed with the binding cores of the three peptides from the available crystal structures. The ApoB6 peptide was manually built in COOT (32) to identify possible TCR contact residues.

We next superimposed five complex crystal structures with different I-A restricted TCR’s which demonstrated a common mode of binding above the I-A^b^ peptide binding groove. Of all TCRs, the β chain was more conserved in sequence compared to the α chain. The TCRs bound to I-A^b^ with similar footprint. Thus, we assumed that the β chain dictated the conserved binding orientation and, therefore, we modeled our β chain on top of the TCRβ chain that has the highest sequence identity. A multiple sequence alignment of these TCRs with the major clone (TRAV7D-6/TRAJ17, TRBV13-2, TRBJ2-4) identified in this study revealed an almost conserved sequence with the TCRβ chain of YAe62 (33) (PDB ID 3C60), with the exception of CDR3β. We modeled our TCR sequence by superimposition with the TCRβ chain of YAe62 and manually rebuilt the CDRs, where they differed in length and sequence, to identify possible contact residues with the ApoB6 peptide. The B3K506 (PDB ID 3C5Z) TCRβ chain was slightly more diverse in sequence and was excluded as a template for modeling.

## 3. Results

### 3.1. Single-cell sequencing and TCR reconstruction reveals clonal expansion of vaccine-expanded ApoB^+^ CD4 T cells

We immunized C57BL/6J mice with ApoB P6 (ApoB978-993 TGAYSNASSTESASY) in CFA i.m. followed by P6 in IFA 2 weeks later and harvested the draining (inguinal and para-aortic) lymph nodes at 4 weeks after the primary immunization (Supplementary Figures 1A–C). Antigen-experienced CD4 T cells were identified as TCRβ^+^CD4^+^CD44*^hi^*CD62L^–^. 

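Female C57BL/6J mice, a common inbred strain, received 100 µg of peptide in complete Freund's adjuvant at week 0 and in incomplete adjuvant at week 2, and lymph nodes were taken at week 4. Single CD4 T cells were index sorted into wells of lysis buffer, and full-length cDNA was made by the Smart-Seq2 protocol, which amplifies polyadenylated RNA without molecular identifiers. The authors mapped the reads to GRCm38 with STAR and deposited raw counts of reads per gene for 176 cells, without normalization or filtering of cells. Reads counted on genes ranged from 956280 to 3332191 per P6+ cell, with a median of 1731608. The 144 P6- cells held 16810 to 3401372 reads, with a median of 1445982. A median of 4396 genes was detected per P6+ cell and of 3425 per P6- cell. Cell names carried 8 prefixes and the read names 2 sequencing lanes, and all 32 P6+ cells bore the same prefix, together with 12 P6- cells. The prefix was read here as the plate, since the paper's text does not list the plates. Counts of gene names listed more than once were averaged, as in the methods, and the counts of the cells of a group were then summed and divided by their summed total to give counts per 1000000 reads (cpm). Ratios of cpm were taken with a pseudocount of 1 and are given as log2 values. Clonality and the cluster of each P6+ cell were taken from the labels printed in Figure 4. Because the P6+ cells came from 1 mouse, cells were not treated as replicates, and no test was made between groups of cells. The 95% intervals given are exact Poisson intervals for sums of reads and exact binomial intervals for shares of cells. They cover counting error only, since amplified reads without molecular identifiers are not independent molecules. No doublet caller was run, as each well had received a single sorted cell.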

All 32 P6:I-A^b^ tetramer-PE and -APC positive cells (P6^+^) from one ApoB-P6 immunized mouse and 144 tetramer-negative antigen-experienced CD4 T cells were sorted into single wells. Next, libraries were prepared (NexteraXT) and sequenced. 

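The quality filters of the methods that can be computed from the counts were applied: at least 500000 reads, at least 2000 genes, and under 10% of reads on the 37 mitochondrial genes. Among the P6- cells, 7 fell under the minimum of reads and 8 exceeded the mitochondrial limit, while 0 were under the minimum of genes. This left 129 P6- cells, 89.6% of those sorted (95% interval 83.4 to 94.1%). No P6+ cell failed, and the highest mitochondrial share among them was 2.82%. The mapping rate, for which the methods set a minimum of 75%, was not used here. A limit of 4000 genes moved the number of cells kept most, to 49 of all 176 cells. The 161 passing cells entered the clustering. The 11 passing P6- cells that shared the plate prefix of the P6+ cells held a median of 1422873 reads and 3674 genes. After every cell was thinned to 528645 reads, the medians were 2798.5 genes in P6+ and 2655 genes in these P6- cells.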

All P6^+^ and 97 out of 144 P6^–^ cells passed quality filters (Supplementary Figures 2, 3). TraCeR was used for TCR assembly (16). In 23 out of 32 P6^+^ cells (71%) and in 53 out of 97 P6^–^ cells (54%), both TCRα and β chains were successfully reconstructed. Both productive (expressed) and non-productive rearrangements were used to call clonotypes (Figure 1 and Supplementary Table 1). 

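The chains listed per cell in Supplementary Table 1 were tallied. Among P6+ cells, both productive chains were listed in 71.9% (95% interval 53.3 to 86.3%), the α chain alone in 5 cells, the β chain alone in 2, and neither in 2. Among P6- cells the share was 54.6% (95% interval 44.2 to 64.8%), with 12 cells holding only α, 24 only β, and 8 neither chain. The intervals of the groups overlapped. Counting non-productive chains as well raised the P6+ cells with both chains to 24 and the P6- cells to 58. In the deposited counts, which do not resolve the joined chains, 27 of the 32 P6+ cells had 10 or more reads on the 35 Trbv genes together, but only 6 had as many on the 130 Trav genes.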

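In Supplementary Table 1, clonotype 1 held 10 of the 32 P6+ cells, a share of 31.2% (95% interval 16.1 to 50.0%). Clonotype 2 held 4 cells (12.5%, 95% interval 3.51 to 29.0%) and clonotype 3 held 2 cells (6.25%, 95% interval 0.766 to 20.8%). The remaining 16 rows were listed as unexpanded. The size of the largest group depended on the definition of a clone. Cells that shared a productive α CDR3 numbered 19, those that shared a productive β CDR3 numbered 16, and those with identical productive chains, with non-productive chains ignored, numbered 13. Clonotypes 1 and 3 carried the same productive chains and differed by a non-productive α chain. Clonotype 2 had the same productive α chain and no reconstructed β chain.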

Clonal expansion (one major, two minor clones) was identified in the P6^+^ cells. 

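The productive α CDR3 of clonotype 1, listed as TAACAGTGCA, and its β CDR3, listed as GGTGACAGGGGGCGACAAAA, were searched for in the other rows of Supplementary Table 1. Of the unexpanded P6+ rows, 3 listed both chains and 1 listed the β chain alone, so that 20 of the 32 P6+ cells carried at least 1 of the chains. Among the 97 P6- rows, the α CDR3 occurred once, in 1 cell, and the β CDR3 in 0. Reads of *Trbv13-2* (chromosome 6 of GRCm38, 41121396 to 41121832), the V segment of this β chain, were counted in the same cells without assembly. All 10 cells of expanded group 1 held 92 to 780 of these reads, and the 2 cells of group 3 held 140 and 198. In the 4 cells of group 2 there were 0 reads, where 3 counts would allow 0.469 cpm. Of the 15 non-expanded cells, 4 held 48 or more *Trbv13-2* reads and the others at most 1. None of the same-plate P6- cells held more than 2, but 26 of the 129 passing P6- cells (20.2%) held 10 or more, so the segment is not specific to the clone.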

Although considered a different clonotype (based on productive and non-productive α and β chains), several other unexpanded cells shared the same α or β chain with that major clone (Figure 1). The most common ApoB-P6-specific TCRα and β chains contained TRAV7D-6 and TRAJ17 as well as TRBV13-2 and TRBJ2-4 (Figure 2 and Supplementary Table 1).

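Among the P6+ cells with a productive α chain, 19 of 28 listed TRAV7D-6, a share of 67.9% (95% interval 47.6 to 84.1%), and the same number listed TRAJ17. TRBV13-2 was listed in 16 of the 25 cells with a productive β chain (64.0%, 95% interval 42.5 to 82.0%) and TRBJ2-4 in 19 (76.0%, 95% interval 54.9 to 90.6%). In P6- cells, TRAV7D-6 was listed in 2 of 65 (3.08%) and TRAJ17 in 1 (1.54%), while TRBV13-2 was listed in 11 of 77 (14.3%, 95% interval 7.35 to 24.1%) and TRBJ2-4 in 8 (10.4%, 95% interval 4.59 to 19.4%). For all 4 segments the intervals of P6+ and P6- cells did not overlap. These intervals treat cells as independent draws, but all 16 P6+ cells with TRBV13-2 listed the same β CDR3, that of clonotype 1. Related cells of 1 mouse are not independent, so the lack of overlap is no test. In the count table *Trav7d-6* was listed at 0 reads in every P6+ cell (3 counts would allow 0.0506 cpm), and *Traj17* (chromosome 14, 54201775 to 54201837) had 68 reads over the expanded cells, so the counts per gene do not measure the α segments. *Trbv13-2* reached 202 cpm in group 1 and 39.8 cpm in the non-expanded cells.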

**FIGURE 1:**
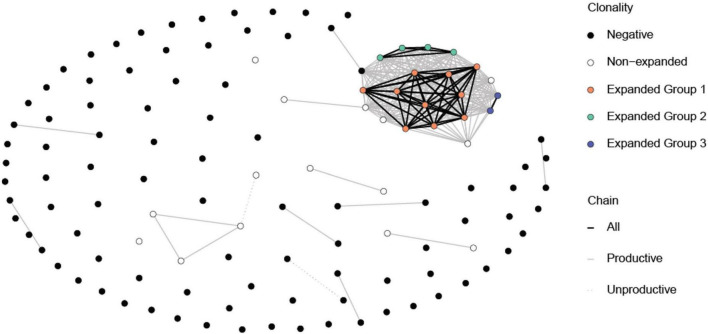
Common TCR α and β chains among the P6^+^ and P6^–^ cells. Each circle represents a cell. The expanded P6^+^ cells (orange, green and blue circle) have at least one chain in common amongst themselves. A few non-expanded P6^+^ cells also have some common chains with expanded P6^+^ cells even though they may not belong to the same clonotype. Expectedly, P6^–^ cells mostly do not have chains in common. Lines represent at least one common chain between the cells at its termini. Line color represents which chain (s) is shared. Clonotypes were based on having the exact same reconstructed chains for both productive and non-productive chains. Cells with no successful reconstructed chains were not included in this figure.

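In Supplementary Table 1, 91 of the P6- cells had at least 1 chain, productive or not, and 16 of them shared a CDR3 with another P6- cell, a share of 17.6% (95% interval 10.4 to 27.0%). Of the 31 P6+ cells with a chain, 29 shared one with another P6+ cell (93.5%, 95% interval 78.6 to 99.2%).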

**FIGURE 2:**
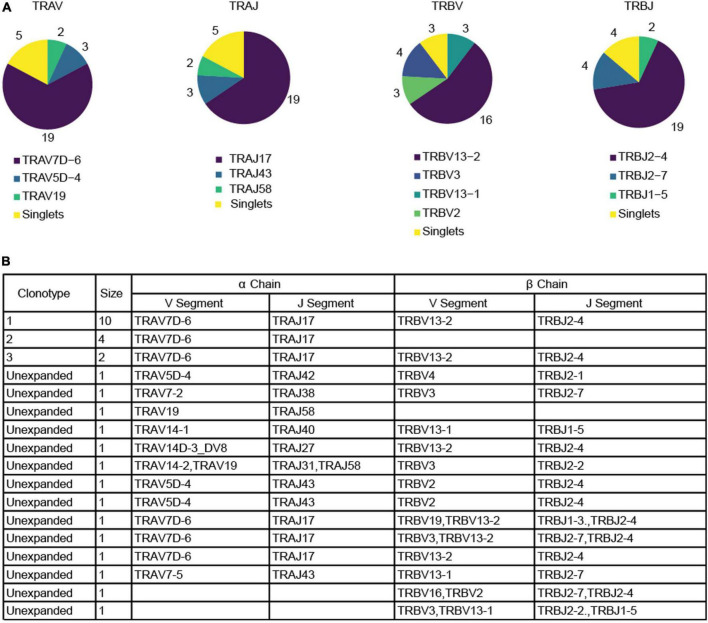
Productive α and β chain reconstruction for the P6^+^ cells. **(A)** Pie charts depicting the frequency of each gene for V and J segment in both productive chains among tetramer^+^ cells. **(B)** Table listing the reconstructed genes for each productive chain among P6^+^ cells as well as the size of the clonotype. Blank fields represent cases in which the reconstruction algorithm failed to reconstruct a chain. Two unexpanded cells were excluded because no productive chains were identified. Clonotype calling was based on both productive and non-productive chains.

### 3.2. Expanded ApoB^+^ T cells form transcriptional clusters and upregulate T_reg_ marker genes

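The steps of the methods were repeated with Seurat on the 161 passing cells: log-normalization to 1000000 reads, imputation by ALRA, 500 variable genes, regression of mitochondrial share, plate and depth, and 8 principal components. ALRA fills in values of 0 from a low-rank approximation of the whole matrix, and it lowered the share of zeros from 85.9% to 73.7%. Louvain clustering at a resolution of 0.3 on 10 nearest neighbours gave clusters of 95, 57 and 9 cells. Without imputation, or at a resolution of 0.1, all cells fell in 1 cluster, and a resolution of 0.8 gave 6. With 2000 variable genes, 15 components or no regression, the number of clusters stayed at 3.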

Clustering of cells according to their transcriptional profile revealed three clusters (Figure 3A). Although these transcriptional clusters were not clearly separated, overlaying the TCR clonotype information revealed good matching to groups composed mostly of expanded P6^+^ cells, non-expanded P6^+^ cells and P6^–^ cells (Figure 3B). 

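In the clustering repeated here, the first cluster held 89 P6- and 6 P6+ cells, and the third held P6- cells only. The second held 26 of the P6+ cells, among them 13 of the 15 non-expanded cells, together with 31 P6- cells. Of the 11 P6- cells on the plate of the P6+ cells, 10 were in this second cluster. When no variables were regressed out, a cluster of 20 cells held all but 2 of the 16 expanded cells, 4 non-expanded cells and 2 P6- cells, of which 0 came from that plate. From the overlay of clonotypes on its clusters, which it calls not clearly separated, the paper states a good match to groups made up mostly of expanded P6+, non-expanded P6+ or P6- cells.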

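Of the 14 cells of expanded groups 1 and 2, 12 (85.7%, 95% interval 57.2 to 98.2%) were in the second cluster, 8 from group 1 and 4 from group 2, and the remaining 2 cells of group 1 were in the first. With 15 components this number was 13, and with 2000 variable genes it was 10. Both cells of group 3 were in the first cluster under the main setting and, apart from the settings that gave 1 cluster, shared the cluster of groups 1 and 2 only where nothing was regressed out.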

Unlike the major expanded clone (10 cells; orange) and the moderately expanded clone (4 cells; green) which were in the expanded P6^+^ cluster, the minor expanded clone (2 cells; blue) was among the P6^–^ cluster (Figure 3B). 

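Expression was compared between the pooled reads of the 16 expanded cells (29261630 reads) and the 15 non-expanded cells (27844584 reads), leaving out the cell of undetermined clonality. *Foxp3* (chromosome X of GRCm38, 7573644 to 7595245) reached 210.2 cpm in expanded cells (95% interval 205 to 215 cpm) and 368 cpm in non-expanded cells (361 to 376 cpm), a log2 ratio of -0.81. It had 10 or more reads in 6 of the 16 expanded and in 5 of the 15 non-expanded cells. On imputed values the difference of mean log2 values over cells was 4.20. The sign was reversed, but this measure differs from the pooled ratio, so imputation alone need not be the cause. The median cell held 1.66 cpm in the expanded and 0.454 cpm in the non-expanded group, too few reads to compare. *Ctla4* (chromosome 1, 60887000 to 60915832) reached 1017 against 592 cpm, and *Ikzf2* (chromosome 1, 69531214 to 69687245) 625 against 281 cpm. *Tnfrsf18* (chromosome 4, 156026164 to 156028895) reached 641 against 300.2 cpm and *Capg* (chromosome 6, 72544391 to 72562983) 1704 against 796 cpm. *Capg* had 10 or more reads in 15 expanded and 5 non-expanded cells. Over 13 T_reg_-related genes fixed before the data were examined, the median log2 ratio was 1.15, with 12 genes higher in expanded cells. These genes are those that the paper names from the same cells, most of them as raised in expanded cells, so their median is no independent evidence. It lay at percentile 99.9 of 10000 random lists of genes matched on mean expression. Imputed values moved it most, to 4.20, and leaving out expanded group 1 lowered it to 0.68. Of the 1135 genes in the paper's list for expanded cells in Supplementary Table 2, 1092 had reads, and 843 of them were higher in expanded cells, with a median log2 ratio of 1.22. The paper chose this list on these same cells, so its median is no independent evidence either. Among the 1296 genes that met the rule for naming, *Penk*, *Pink1*, *Lrrc8c*, *Mfsd1* and *Runx3* had the highest log2 ratios, from 7.18 to 9.46. The rule asked for a read in 75% of the cells and was partly met by cells of 1 to 9 reads, since each gene had 10 or more in only 4 to 7 expanded cells. A single cell held 57.1% of the *Penk* reads. The lowest were *Tbc1d4*, *Rnf19a*, *Fos*, *Tnfsf8* and *Tcf7*, from -8.72 to -7.54.

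**Figure D1:**
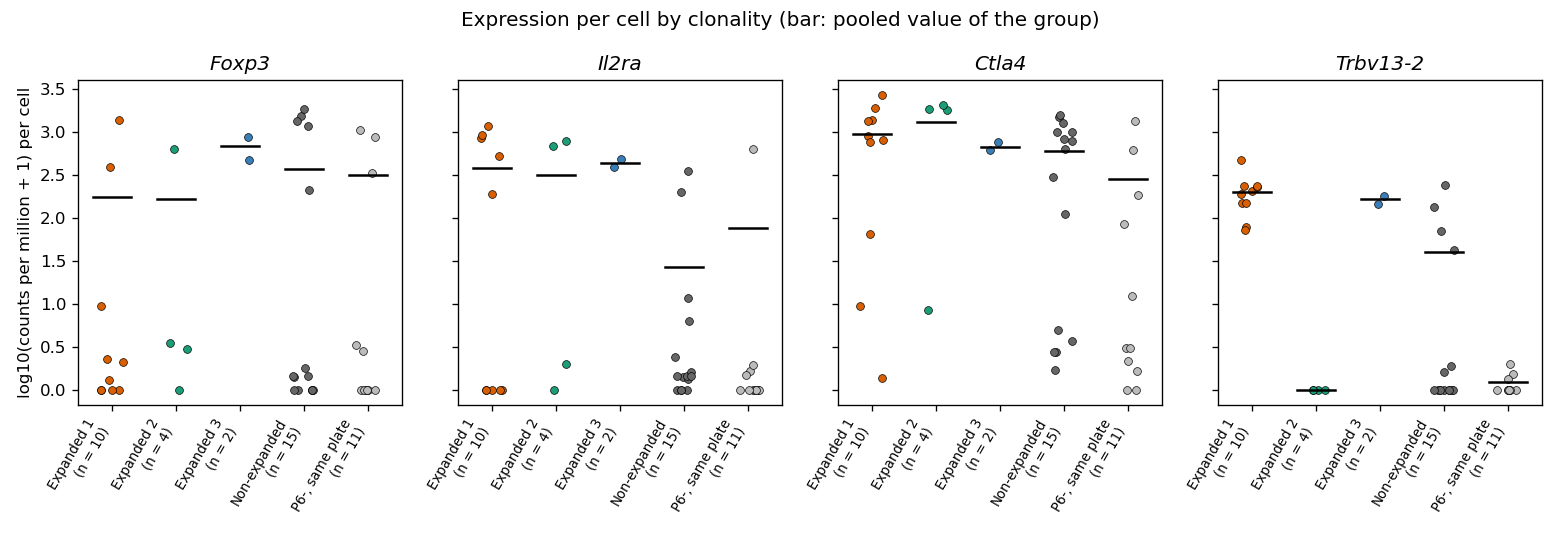
Expression of *Foxp3*, *Il2ra*, *Ctla4* and *Trbv13-2* per cell (points) as log10 of cpm plus 1 on the vertical axis, by clonality and in P6- cells of the same plate, with the pooled value of each group as a bar. *Foxp3* is high in few cells of each group other than group 3, and *Trbv13-2* is high in groups 1 and 3 and in 4 non-expanded cells.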

Expression of *Foxp3*, the lineage-defining transcription factor (TF) of T_*regs*_, and several other T_reg_-related genes such as the co-inhibitory molecule cytotoxic T-lymphocyte associated protein 4 (*Ctla4*), the TF helios (*Ikzf2*), the tumor necrosis factor receptor superfamily member 18 (*Tnfrsf18*, CD379), or the capping actin protein (*Capg*) were upregulated in expanded compared to non-expanded P6^+^ cells (Supplementary Table 2). Gene Ontology (GO) enrichment analysis further revealed that the expanded P6^+^ cell marker genes were enriched for terms related to lymphocyte development, T cell activation, cellular response, transport and fiber organization (Supplementary Table 3).

**FIGURE 3:**
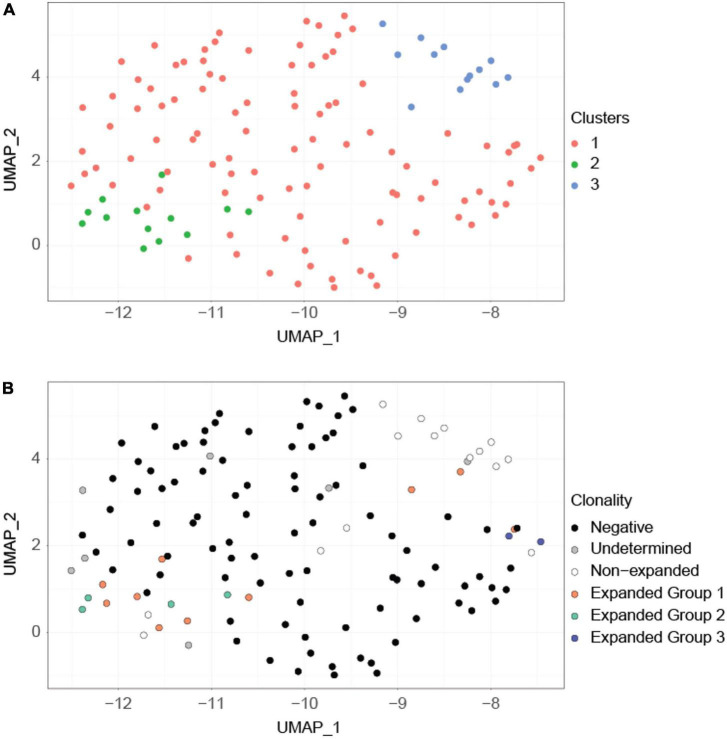
Clustering based on transcriptional profiles correlates with clonality. **(A)** UMAP projection of the cells. This projection is based on the first 8 principal components of the normalized imputed expression data of the highly variable genes. Graph-based clustering revealed three major clusters (orange, green, blue). **(B)** The same UMAP projection but with cells labeled according to their clonotypes. Expanded P6^+^ cells are separated into three clonotypes (orange, green, blue) based on their productive and non-productive TCRα and TCRβ chains. Expanded group 3 (blue) cells are separated from the remainder of the expanded P6^+^ cells. Undetermined cells are cells for which TCR information is unavailable.

### 3.3. Hierarchical clustering confirms a T_reg_ phenotype of expanded ApoB^+^ T cells

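Figure 4 prints 39 gene names, all of which were found in the count table, *Lilrb4* under the name *Lilrb4a*. On the values imputed here, 37 of them reached 10 cpm in at least 3 P6+ cells, and on the counts without imputation 34 did. The genes and the 32 cells gave 1248 values, of which 458 were 0 before imputation. ALRA filled 192 of these zeros (41.9%).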

We compiled a list of 39 T_reg_, T helper 1 (T_H_1), 2 (T_H_2), 17 (T_H_17), and T follicular helper cell (T_FH_) lineage-defining genes that were highly expressed [imputed counts per million (cpm) =10 in at least three cells] to determine the lineage of each individual P6^+^ cell. 

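Ward's second criterion on the imputed values of the 39 genes, with the tree divided into 4 branches, placed 31 of the 32 P6+ cells (96.9%, 95% interval 83.8 to 99.9%) with the cluster printed for them in Figure 4. The branches held 10, 8, 4 and 10 cells. With each gene scaled to unit variance 30 cells were placed as printed, with average linkage 24 and with a correlation distance 23. On log-normalized values without imputation the number fell furthest, to 20.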

Hierarchical clustering based on these genes showed four clearly distinguishable transcriptomic profiles (Figure 4). 

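As printed in Figure 4, cluster 1 held 9 cells, 5 of them expanded, cluster 2 held 8 cells, 7 of them expanded, and cluster 3 held 3 expanded cells and 1 non-expanded. Together, 12 of the 16 expanded cells were in the first and second clusters, which is 75.0% (95% interval 47.6 to 92.7%). By clonotype, group 1 had 4 cells in each of these clusters, group 2 had 1 and 3, and group 3 had 0.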

Most of the expanded P6^+^ cell transcriptomes were in clusters 1 and 2. Cells in cluster 2 highly expressed 11 of 12 T_reg_ genes including *Foxp3*, *Ctla4*, *Ikzf2*, *Tnfrsf18*, and *Il2ra*, the gene encoding the high affinity IL-2 receptor CD25. Additionally, a few T_H_17 genes were expressed by the cells in cluster 2, most prominently *Rora* and, to a lesser extent, *Rorc*, which encodes the lineage-defining TF RORγT. 

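Pooled counts were computed over the cells of each Figure 4 cluster. The cells had been grouped on these same genes, so the values describe the clusters and are not independent evidence of a difference. In cluster 2, *Ctla4* reached 1273 cpm, *Ikzf2* 377 cpm, *Tnfrsf18* 629 cpm and *Il2ra* 463 cpm, with 10 or more reads in 8, 8, 8 and 5 of the 8 cells. *Foxp3* reached 249 cpm there (3 of 8 cells) and 593 cpm in cluster 1 (5 of 9 cells). Of the 13 genes drawn as T_reg_ genes in Figure 4, 7 were highest in cluster 2, 4 in cluster 1 and 2 in cluster 3, and 12 were higher in cluster 2 than in cluster 4.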

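*Rora* (chromosome 9, 68653786 to 69388246) reached 588 cpm in cluster 2, with 10 or more reads in 6 of 8 cells, and 347 cpm in cluster 1. Of the 8 genes drawn as T_H_17 genes, 6 were highest in cluster 2.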

The cells in cluster 2 also expressed some T_H_2 genes, such as *Gata3*, which encodes the lineage-defining TF GATA3, and the TFs *Batf* and *Runx3*. 

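*Gata3* reached 619 cpm in cluster 2 (7 of 8 cells with 10 or more reads), *Batf* 403 cpm (6 cells) and *Runx3* 208 cpm (5 cells). *Batf* was higher in cluster 1, at 721 cpm, though in only 4 of 9 cells.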

In summary, this gene signature defines cluster 2 as expanded and effector T_regs_ (Figure 4). 

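Of the 13 T_reg_ genes of the heatmap, 7 were lower in cluster 1 than in cluster 2 in pooled counts, among them *Tnfrsf9* (980.3 against 2137 cpm) and *Ikzf4* (489 against 889 cpm). *Il2ra* reached 130 cpm in cluster 1, with 10 or more reads in 2 of 9 cells. *Icos* was higher in cluster 1, at 2156 against 1625 cpm.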

The transcriptomic profile of cluster 1 was similar to cluster 2, although the T_reg_ signature was weaker. Four P6^+^ cells formed cluster 3. These cells had a clear residual T_reg_ signature, but highly expressed T_H_1-related genes such as the *Tbx21*, encoding the lineage-defining TF T-bet, interferon gamma receptor 1 (*Ifngr1*), or nuclear factor of activated T-cells, cytoplasmic 1 (*Nfatc1*). In addition, this cluster showed particularly high expression of T_reg_ marker genes that are also markers of T cell activation (*Ctla4*, *Il2ra*) (34) as well as genes encoding the T_reg_-related cytokines transforming growth factor beta 1 (*Tgfb1*) (35) and interleukin 10 (*Il10*) (36). 

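*Tbx21* (chromosome 11, 97098071 to 97115331) reached 852 cpm in cluster 3, with 10 or more reads in 2 of its 4 cells, one of them holding 4084 reads and the other 341. It reached 103 cpm in cluster 1, with 10 or more reads in 1 cell, 0.607 cpm in cluster 2 and 0.192 cpm in cluster 4. *Ifngr1* reached 1983 cpm in cluster 3, against 2201 cpm in cluster 1, 1192 cpm in cluster 2 and 1118 cpm in cluster 4. *Nfatc1* reached 628 cpm in cluster 3, with 10 or more reads in all 4 cells but 70.5% of the reads in 1 of them. It reached 198 cpm in cluster 1, 358 cpm in cluster 2 and 720.0 cpm in cluster 4.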

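*Ctla4* reached 985 cpm and *Il2ra* 402 cpm in cluster 3, each with 10 or more reads in all 4 cells. Both were higher in cluster 2, at 1273 and 463 cpm. They were lower in cluster 1, at 749 and 130 cpm, and in cluster 4, at 403 and 13.0 cpm. *Il10* reached 213 cpm in cluster 3, all of it from 1 cell with 1107 reads, and at most 25.8 cpm in the other clusters. *Tgfb1* (chromosome 7, 25687002 to 25705077) had 10 or more reads in 3 of the 4 cells and reached 35.6 cpm, against 165 cpm in cluster 1, 109.9 cpm in cluster 2 and 55.6 cpm in cluster 4.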

The T_H_17 TF *Rora* was still expressed, whereas the T_H_2 signature was weaker compared to cluster 2. 

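*Rora* reached 518 cpm in cluster 3, in 3 of 4 cells. The 5 genes drawn as T_H_2 genes were all lower in cluster 3 than in cluster 2, *Gata3* at 340 cpm, *Batf* at 162 cpm and *Runx3* at 63.4 cpm.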

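In Figure 4, 10 of the 15 non-expanded cells carried the label of cluster 4. In the tree computed here from the same genes, the matching branch held 9 non-expanded cells and 1 expanded cell, and without imputation it held 8 non-expanded cells and 0 expanded cells.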

Cluster 4 was largely populated by unexpanded P6^+^ cells and contained only one cell from expanded group 1 (orange). These cells showed a weak residual T_reg_ signature and low levels of *Rora* as well as *Ifngr1*. 

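In cluster 4, *Foxp3* reached 0.192 cpm with 0 of 11 cells at 10 or more reads, *Capg* 1.68 cpm and *Il2ra* 13.0 cpm. *Ctla4* reached 403 cpm (7 cells), *Tigit* 1120 cpm (9 cells) and *Tnfrsf4* 3891 cpm (11 cells). *Rora* had 10 or more reads in only 2 of the 11 cells but reached 515 cpm in the pooled counts, of which 1 cell held 70.7%.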

The T_H_2 signature was largely lost. Some of these cells expressed the T_FH_ marker genes *Slamf6* and *Asap1*.

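The 5 genes drawn as T_H_2 genes were all lower in cluster 4 than in cluster 2, and 3 of them were lowest in cluster 4 of all 4 clusters. *Runx3* reached 0.577 cpm and *Batf* 123 cpm, while *Gata3* reached 434 cpm, with 10 or more reads in 5 of 11 cells.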

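*Slamf6* reached 464 cpm in cluster 4 and *Asap1* 287 cpm, with 10 or more reads in 4 and 5 of the 11 cells. *Bcl6*, which encodes the lineage-defining factor of T_FH_ cells, reached 243 cpm, in 6 cells, and under 1 cpm in the other clusters.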

**FIGURE 4:**
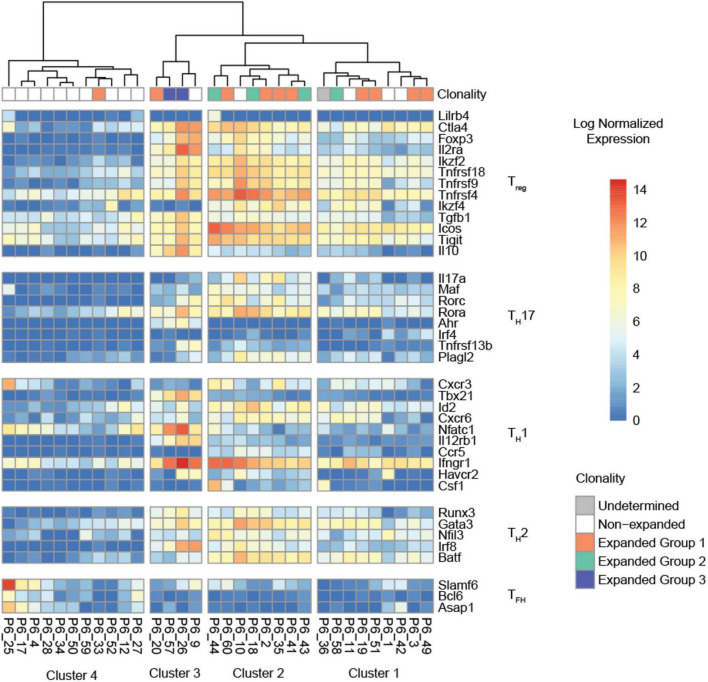
Hierarchical clustering of the normalized expression heatmap of 38 lineage-defining genes across all P6^+^ cells. Columns were clustered according to Ward’s second clustering criterion. Four segments were automatically generated based on the hierarchical clustering. All clusters with expanded P6^+^ cells (clusters 1, 2, 3) show evidence of a T_reg_ signature.

### 3.4. The T-cell receptor specificity to P6 is determined by three amino acid residues

Having successfully reconstructed the α and β TCRs of 32 P6^+^ CD4 T cells, we threaded the most abundant clone (Vα7D-6Jα17 Vβ13-2Jβ2-4, 10 cells) through the published crystal structure of mouse TCR YAe62 (pdb 3C60). CDR1, 2, and 3 for both α (orange) and β (green) are shown in Figure 5A. The ApoB-P6 peptide was placed in the groove of the published crystal structures of mouse I-A^b^ (pdb 1AIO, 2IAD, and 3C60). As expected, residues Y4, A7, S9, and S12 in the 15-mer were anchor residues (Figure 5B), with the residues S5, N6, S8, T10, and E11 pointing “up” toward the TCR heterodimer (Figure 5B). Residues S5 and N6 contacted TCRα A94 and G95 (Figure 5C). S8 made contact with TCRβ G95. T10 made contact with TCRβ R94 (Figure 5C). Thus, three contiguous amino acid residues in CDR3α (AGN) and in CDR3β (RGR) determined the specificity of this TCR for P6 in the groove of I-A^b^ (Figure 5D).

**FIGURE 5:**
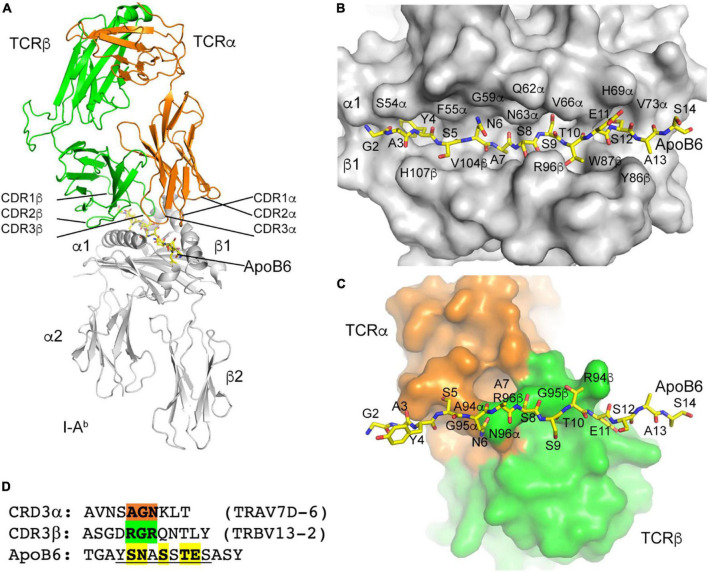
I-A^b^ ApoB P6 peptide and TCR modeling. **(A)** Overview of the TCR/I-A^b^/ApoB P6 complex with I-A^b^ in gray, TCRα in orange and TCRβ in green. ApoB P6 peptide in yellow sticks. **(B)** Binding of the ApoB P6 peptide in the I-A^b^ binding groove identifies amino acid residues that are accessible for TCR binding. **(C)** TCR-ApoB P6 contact residues. **(D)** TCRα contact residues highlighted orange and TCRβ residues green. The ApoB P6 core peptide is underlined and contact residues are highlighted yellow.

## 4. Discussion

We and others have shown that a CD4 T cell response against MHC-II-restricted ApoB-peptides is critically involved in atherogenesis (4, 37, 38). Accumulating evidence suggests that immunization against such peptides leads to an expansion of ApoB-reactive T_*regs*_ and thereby affords considerable atheroprotection in mice (9, 39). Until now, vaccine-expanded ApoB^+^ T cells have been only phenotyped by flow cytometry and functional assays (12, 40). Given the low cell number, single-cell analyses of antigen-specific CD4 T cells are extremely challenging. Herein, we utilized Smart-Seq2 single-cell single-well RNA sequencing (22) to provide the first full-length transcriptomes (including paired TCR α and β chain sequences) of T cells expanded by immunization with the ApoB peptide P6. We detected P6^+^ CD4 T cells by utilization of a p6:MHC-II tetramer, which has been extensively validated in a previous study (4). Particularly, the tetramer colocalized with the TCR, the number of tetramer^+^ T cells was higher after immunization with p6 and adjuvants (CFA) vs. adjuvants alone, tetramer^+^ T cells were not detectable in BALBc mice that express a different MHC-II allele (I-A^e^ instead of I-A^b^ in C57BL/6J mice), tetramer binding correlated with a fluorescent marker of antigen-specific TCR signaling (Nur77-GFP) after vaccination with p6, and restimulation with p6 *in vitro* induced cytokine secretion (IL-17) in tetramer^+^ T cells (4).

In most cells, we were able to reconstruct TCRα and β chains and call clonotypes. TCR reconstruction confirmed clonal expansion of P6^+^ cells and identified TRAV7D-6 and TRAJ17 as well as TRBV13-2 TRBJ2-4 as the most common P6-specific variable and junction TCRα and β chains, respectively. This contrasts with a study in which CD4 T cell hybridomas were generated from human ApoB-transgenic mice vaccinated with human oxidized LDL. In that study, the predominant Vβ was found to be TRBV31 (41). Possible explanations for this difference include that (1) the TCRβ usage during hybridoma generation may have been skewed, (2) the responses studied here may be specific to one ApoB peptide and other peptides may elicit different responses, or (3) the T cell response to human ApoB may be different from that to mouse ApoB. Identifying the Vα and β sequences enriched in expanded P6^+^ cells potentially (if suitable antibodies will be generated) enables detection of these rare cells without the use of tetramers and thereby can help better define the autoimmune response against ApoB in future studies. Every T cell develops a unique TCR through random genetic recombination during maturation in the thymus and, in contrast to the transcriptome of a T cell, the antigen specificity of the TCR is subsequently unaffected by external stimuli (42, 43). Consequently, our data can particularly help to identify P6^+^ cells in the setting of atherosclerosis.

Expanded ApoB^+^ cells exhibited higher expression of several T_reg_-related genes than non-expanded ApoB^+^ cells. Hierarchical clustering based on expression of lineage-defining genes revealed that most expanded ApoB^+^ cells had very similar phenotypes and, accordingly, clustered together. The dominating transcriptomic profile was characterized by an upregulation of selected T_reg_ marker genes, including the lineage-defining TF *Foxp3* (44) and *Il2ra*, which encodes for the high affinity IL-2 receptor CD25 (45, 46). 

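*Il2ra* (chromosome 2, 11642807 to 11693193) reached 373 cpm in the pooled counts of expanded cells and 26.0 cpm in non-expanded cells, a log2 ratio of 3.79. It had 10 or more reads in 9 of the 16 expanded and 3 of the 15 non-expanded cells. Reads of *Foxp3* were unevenly spread within each group. In the expanded cells 51.3% of them came from 1 cell, and in the non-expanded cells 40.6% came from 1 cell. By clonotype, *Foxp3* reached 176 cpm in group 1, 168 cpm in group 2 and 692 cpm in group 3. At least 1 *Foxp3* read was found in 68.8% of expanded cells (95% interval 41.3 to 89.0%), in 60.0% of non-expanded cells (95% interval 32.3 to 83.7%) and in 34.1% of passing P6- cells. On imputed values all 16 expanded cells were above 0, against 9 of the 15 non-expanded cells.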

Further T_reg_-related genes upregulated by expanded P6^+^ cells were *Ctla4* (47), *Ikzf2* (48), *Tnfrsf18* (49), *Tnfrsf9* (50), *Tnfrsf4* (51, 52), *Ikzf4* (53), *Tgfb1* (35), *Icos* (54), and *Tigit* (55). 

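In pooled counts, *Tnfrsf9* reached 1295 cpm in expanded and 433 cpm in non-expanded cells, *Tnfrsf4* 4201 against 3315 cpm, and *Ikzf4* 751 against 295 cpm. *Icos* reached 2071 against 921 cpm and *Tigit* 1287 against 980.0 cpm. *Tgfb1* reached 143 against 55.9 cpm, but as a difference of medians over cells its log2 value was -2.70. The log2 ratios of these 6 genes ran from 0.34 for *Tnfrsf4* to 1.58 for *Tnfrsf9*.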

Cytotoxic T-lymphocyte-associated protein 4 (Ctla4) is a co-inhibitory molecule that is constitutively expressed in T_regs_ and critical for maintenance of their suppressive function (47). *Ikzf2* encodes for the TF Helios, which is also involved in maintaining a stable and suppressive T_reg_ phenotype (48). Tumor necrosis factor receptor superfamily member 18 (*Tnfrsf18*), also known as Glucocorticoid-induced tumor necrosis factor receptor-related protein (GITR), is highly expressed in Tregs and context-dependently modulates their function (49). The costimulatory molecule tumor necrosis factor receptor superfamily member 9 (*Tnfrsf9*), also known as 4-1BB/CD137, is directly controlled by Foxp3 (50) and mediates the suppressive function of T_regs_ (56). Tnfrsf4/OX40 marks effector T_regs_ and non-lymphoid tissue T_regs_ (51, 52). *Ikzf4* encodes the zinc-finger TF EOS, which mediates Foxp3-dependent gene silencing in T_regs_ and is important for maintenance of their suppressive function (53). *Tgfb1*, the gene encoding TGF-β is another important mediator of the suppressive activity of T_regs_ that limits autoimmunity (35). *Icos* (CD278) is a co-stimulatory molecule which has been implicated in T_reg_ development and functionality. Its presence is necessary to maintain numbers of peripheral T_regs_ while absence reduces demethylation of the T_reg_-specific demethylated region (TDSR) at the Foxp3 promotor leading to T_reg_ instability (54). *Tigit* marks a subset of T_regs_ which is capable of selectively suppressing T_H_1 and T_H_17 responses (55). In summary, almost all (94%) expanded P6^+^ cells were characterized by high expression of genes known to mediate the suppressive capacity of T_regs_. These findings are consistent with the idea that T_regs_ critically contribute to the atheroprotective effect of ApoB-related vaccines. 

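In Figure 4, 15 of the 16 expanded P6+ cells lay outside cluster 4 (93.8%, 95% interval 69.8 to 99.8%), and the tree computed here gave the same number. Without imputation, or with a correlation distance, all 16 did. Of the T_reg_ genes of the heatmap, *Tnfrsf18*, *Icos* and *Tnfrsf4* had 10 or more reads in all 16 expanded cells, and *Ctla4*, *Tigit* and *Ikzf2* in 15. Others were read in fewer, *Tnfrsf9* in 11, *Ikzf4* and *Il2ra* in 9, *Tgfb1* in 8, *Foxp3* in 6 and *Il10* in 2. From the T_reg_-related genes raised in expanded cells, the paper concludes that almost all expanded P6+ cells highly expressed genes of the suppressive capacity of T_regs_.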

The identified candidate genes will help to monitor T_reg_-related protective immunity during atherogenesis and in response to immunization strategies.

Most of the expanded P6^+^ cells additionally expressed a few T_H_17 genes, such as *Rora* and *Rorc*, which encodes the lineage-defining TF RORγT (57). 

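*Rora* had 10 or more reads in 9 of the 16 expanded cells and reached 549 cpm, against 440.4 cpm in non-expanded cells. It had 10 or more reads in 5 of the 15 non-expanded cells. A single cell held 26.2% of the *Rora* reads of the expanded cells and 61.7% of those of the non-expanded cells.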

RORγT-expressing T_regs_ are thought to be a specialized T_reg_ lineage induced by the gut microbiome (58, 59). We recently identified Foxp3 and RORγT co-expressing P6^+^ cells in humans and mice with atherosclerosis, although the specific role of this cell type in atherogenesis has not been clarified yet (4, 12, 60). 

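*Ifngr1* (chromosome 10, 19591949 to 19610229) had at least 1 read in each of the 16 expanded and 15 non-expanded cells, and 10 or more in 15 and 12 of them. It reached 1672 cpm in expanded cells, 946 cpm in non-expanded cells and 2124 cpm in passing P6- cells, where 87 of 129 cells had 10 or more reads.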

All expanded P6^+^ cells also expressed *Ifngr1*, the gene encoding the Interferon gamma (IFNγ) receptor 1, which is a prototypical T_H_1 marker (61). Engagement of IFNγ with its receptor expressed on T_regs_ might drive their instability (62). Li et al. (63) and Butcher et al. (64) observed an increase in T_H_1 cells with residual expression of Foxp3 in mice with atherosclerosis. 

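*Tbx21* had 10 or more reads in 2 expanded cells, with 4084 and 1910 reads, and in 1 non-expanded cell. A further 9 expanded cells held 1 or 2 reads of it. In the tree computed here, the branch matched to cluster 3 held 4 of the 32 P6+ cells (12.5%), 3 of them expanded.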

A small fraction of P6^+^ cells (19%, cluster 3) additionally expressed *Tbx21*, which encodes T-bet, the lineage-defining TF of T_H_1 cells. Additionally, these cells showed high expression of genes encoding T_reg_-related cytokines (*Tgfb1* and *Il10*) (34) and T cell activation marker genes (*Ctla4* and *Il2ra*) (34). Self-antigen-specific activation can induce instability of T_regs_ under specific conditions such as inflammation (65). Hence, the cells included in cluster 3 could have been about to switch from T_regs_ to T_H_1 cells, or they may be T_H_1T_regs_, which are also known as CCR5 T-effector cells (63, 64). Most expanded P6^+^ cells expressed *Gata3*, which encodes the T_H_2-lineage-defining TF GATA3 (66), and the T_H_2-related TF *Batf* (67). 

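*Gata3* (chromosome 2, 9857078 to 9890034) had 10 or more reads in 12 of the 16 expanded cells and 7 of the 15 non-expanded cells, and reached 499.7 against 307 cpm. *Batf* (chromosome 12, 85686669 to 85709087) had 10 or more reads in 9 and 5 cells, and reached 546 against 242 cpm. One expanded cell held 58.6% of the *Batf* reads of its group.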

GATA3 is important for T_reg_ maintenance and functionality under inflammatory conditions and highly expressed by T_regs_ at barrier sites in the skin and the gastrointestinal tract (68). *Batf* controls T_H_2 cells bidirectionally: Depending on the binding partner it augments or inhibits T_H_2 cell differentiation and immune responses (67). Taken together, the majority of expanded P6^+^ cells co-expressed some markers typical for other T_H_-lineages. Our data may help to guide future studies investigating the role of such co-expression in the context of immunization against ApoB as well as atherogenesis in general.

Unexpanded P6^+^ cells exhibited low expression of most lineage-defining genes and might likely represent naïve T cells that have either not encountered P6 or were not sufficiently activated. Some of these cells expressed a T_FH_ profile, led by *Slamf6* (69) and *Asap1* (70), which is in accordance with a recent report that aortic T_regs_ can convert into T_FH_ cells (71).

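Of 6 genes of naive T cells fixed before the data were examined, 4 were lower in expanded than in non-expanded cells, among them *Tcf7*, *Klf2* and *S1pr1*, and 2 were higher. *S1pr1* reached 134 cpm in expanded and 1308 cpm in non-expanded cells, and *Klf2* 89.0 against 706 cpm. *Ccr7*, one of the genes that were higher, reached 1030 against 673 cpm. Single cells weighed on genes of both directions. One held 37.7% of the *Ccr7* reads of the expanded cells. In cluster 4 of Figure 4, single cells held 48.0% of the *S1pr1* and 44.4% of the *Klf2* reads. The paper proposes that unexpanded P6+ cells might represent naïve T cells, from their low expression of most lineage-defining genes.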

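In non-expanded cells *Slamf6* (chromosome 1, 171917515 to 171953170) reached 353 cpm and *Asap1* (chromosome 15, 64086857 to 64382919) 246 cpm, against 40.3 and 0.44 cpm in expanded cells. They had 10 or more reads in 5 and 6 of the 15 non-expanded cells and in 2 and 0 of the expanded cells. The 5 genes fixed for T_FH_ cells, which also included *Bcl6*, *Cxcr5* and *Pdcd1*, were all lower in expanded cells, with a median log2 ratio of -3.47 at percentile 0.895 of matched random lists. This median is the ratio of *Cxcr5*, of whose non-expanded reads 1 cell held 96.6%, and the paper names *Slamf6* and *Asap1* from these same cells, so it is no independent evidence.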

Reconstruction of the TCR α and β chain allowed us to model and analyze the interaction between IA^b^-bound P6 and the most abundant TCR clone (TRAV7D-6, TRBV13-2). This modeling revealed that only three contiguous amino acid residues determine the TCR specificity for P6 (AGN and RGR in the TCR α and β chain, respectively). Knowing which features determine the TCR specificity to P6 can be a valuable resource for predicting and evaluating potential cross-reactivities between ApoB and other antigens in future studies.

In summary, our study identifies oligoclonal expansion of CD4 T cells in response to vaccination with ApoB-P6. Most of the clonally expanded cells expressed a clear T_reg_ signature and, particularly, showed an upregulation of genes involved in mediating the suppressive function. The successful reconstruction of TCRα and β in most cells, combined with the known peptide epitope defined by sorting with P6:I-A^b^ tetramer, provides complete structural information on an ApoB-specific TCR with peptide-loaded MHC-II. Our data is a resource for future studies investigating vaccination strategies with ApoB to modulate proatherogenic autoimmunity.

## Data availability statement

The data presented in this study are deposited in the GEO repository, accession number GSE221281.

## Author contributions

KL designed, supervised the study, and provided funding. FN, HW, and YG wrote the manuscript and prepared the figures. FN, HW, KK, CD, and SB performed the experiments. YG, DZ, SA, and PR analyzed the data. TD and MJ contributed to the research materials. All authors contributed to the data research, critically discussed the content, and reviewed the manuscript before submission and have read and agreed to the published version of the manuscript.

# Supplementary material for: Single-cell transcriptomes and T cell receptors of vaccine-expanded apolipoprotein B-specific T cells
**Source:** Front Cardiovasc Med. 2023 Jan 5;9:1076808. doi: 10.3389/fcvm.2022.1076808
**Supplement:** Supplementary file 1

## Supplementary Material

### Supplementary Figures

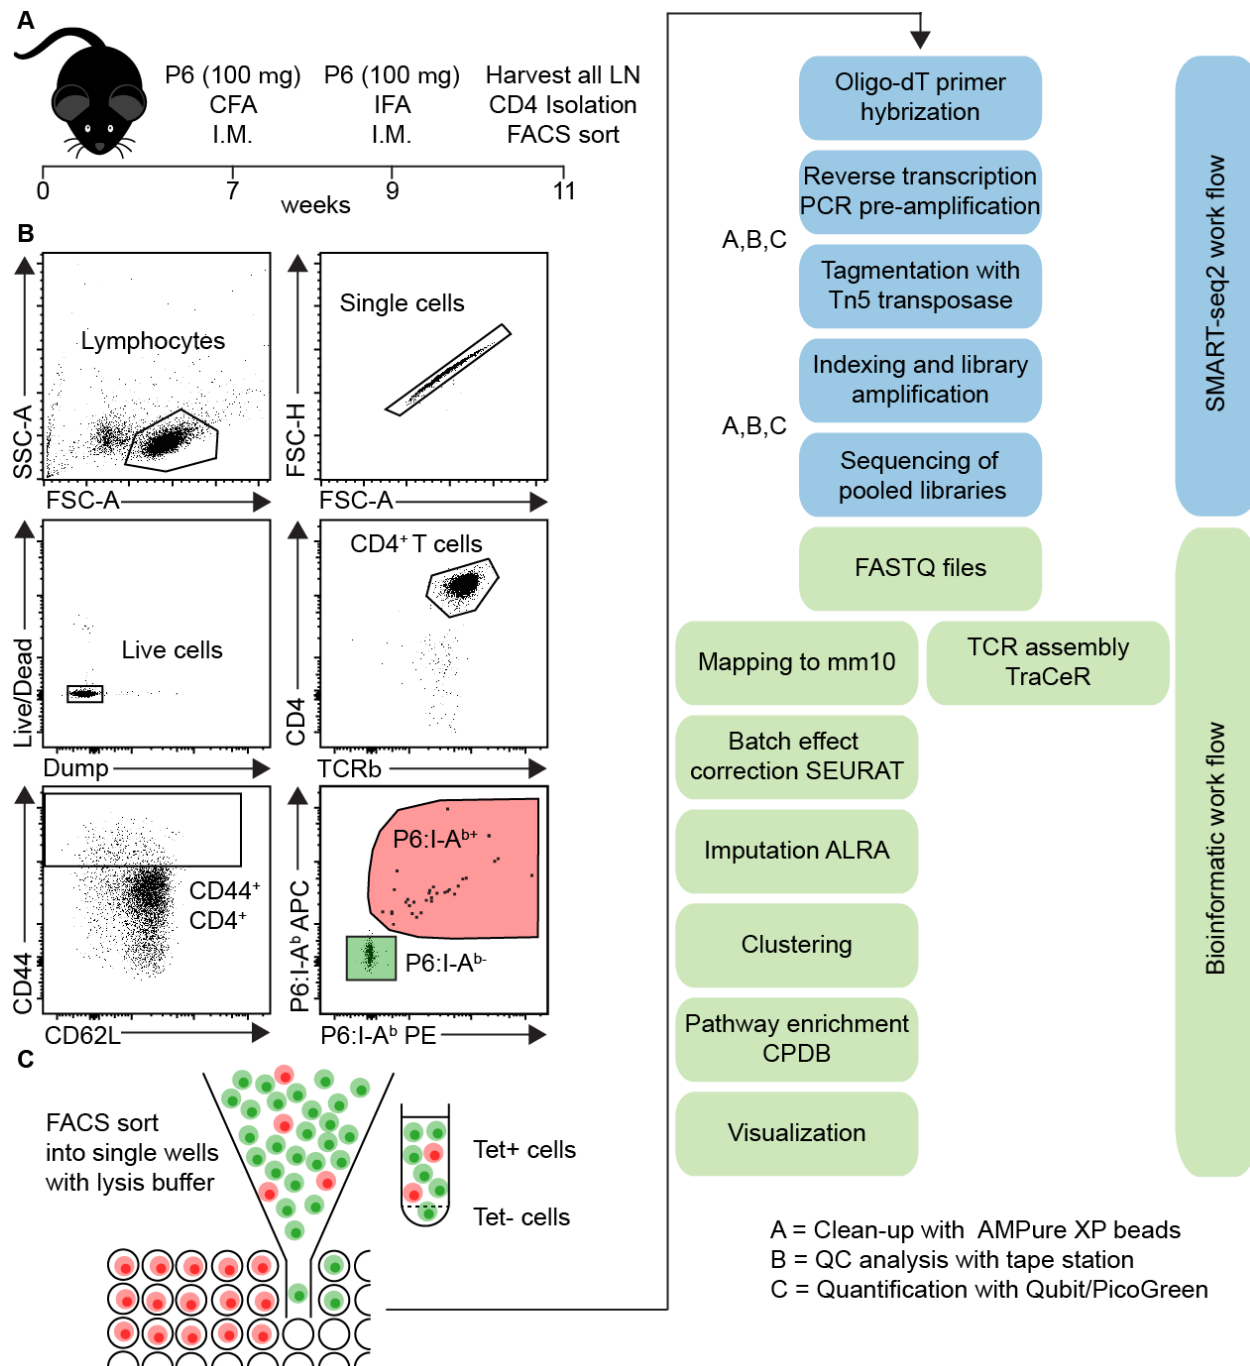

**Supplementary Figure 1.** Experimental design. (A) Female C57BL6/J mice were intramuscularly vaccinated with the Apolipoprotein B peptide P6 in complete and incomplete Freund's adjuvants (CFA

and IFA) at the age of 7 and 9 weeks, respectively. At 11 weeks of age, mice were sacrificed, CD4 T cells isolated from lymph nodes and incubated with two fluorochrome-conjugated MHC-II tetramers loaded with P6 peptide. P6:I-Ab<sup>+</sup> and P6:I-Ab<sup>-</sup> cells were isolated using the gating strategy for fluorescence activated cell sorting shown in (B). Single T cells were then subjected to a SMART-seq2 single transcriptional profiling protocol and bioinformatically analyzed according to the workflow depicted in (C).

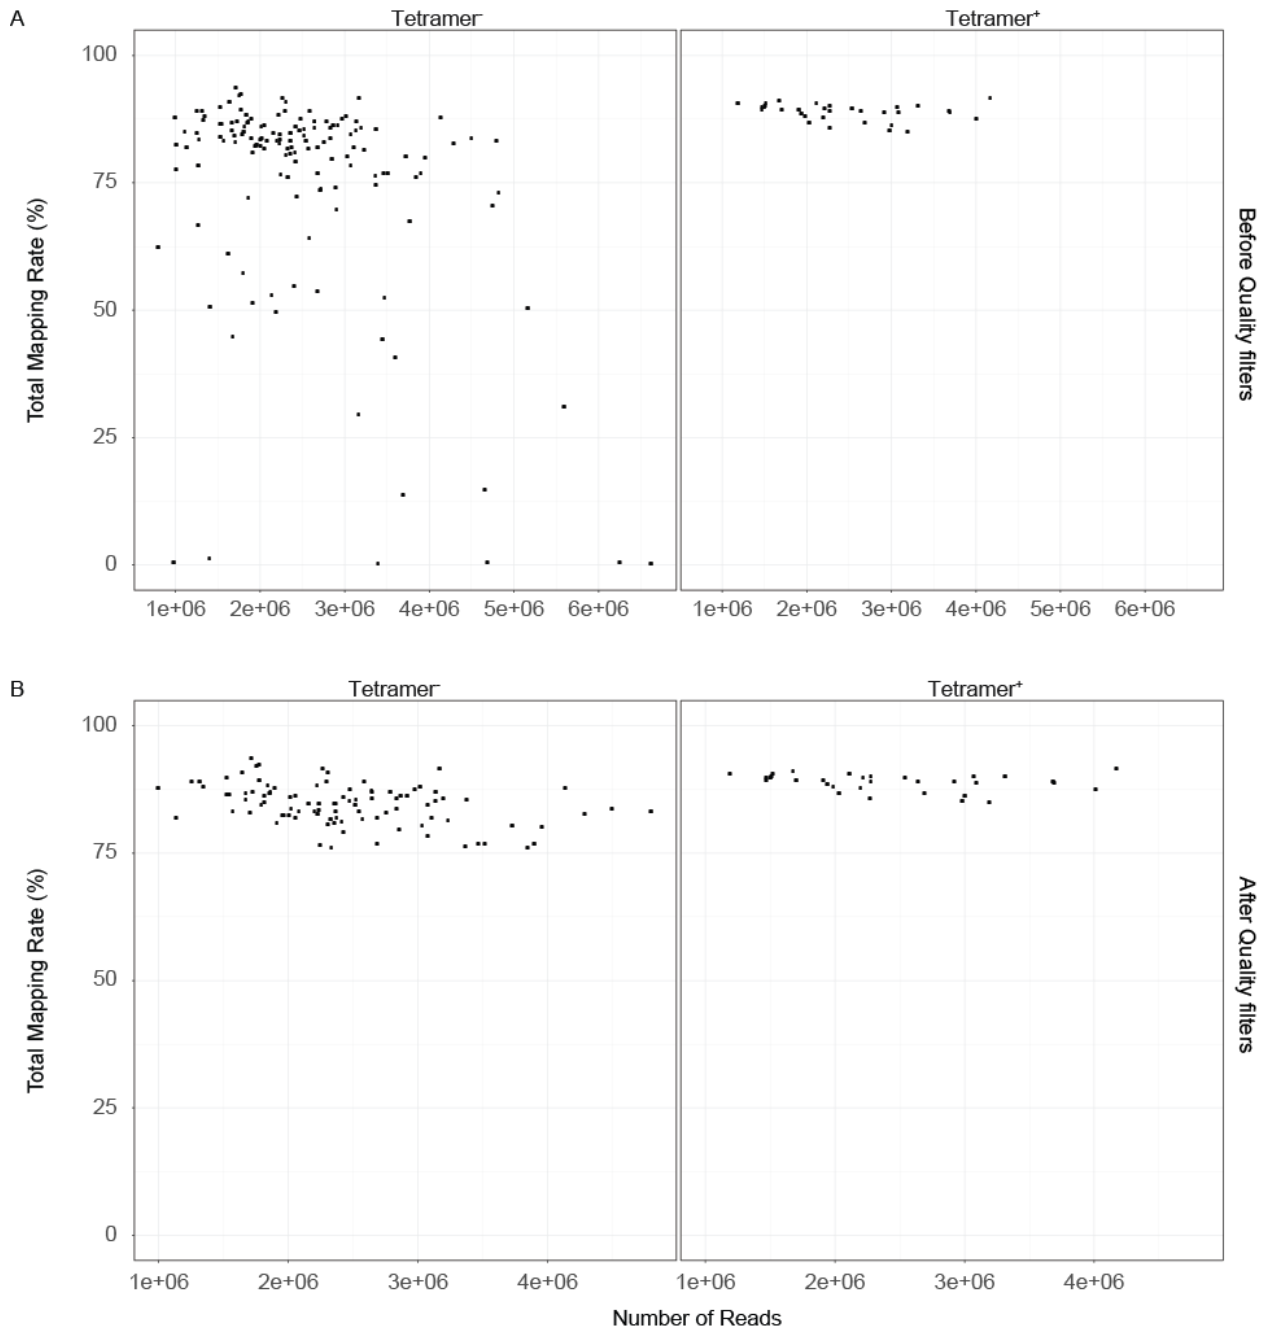

**Supplementary Figure 2.** Pre- and post- mapping quality controls on the cells. (A) Quality control for cells before filtering. Most Tetramer<sup>-</sup> cells (left panel) and all Tetramer<sup>+</sup> cells (right panel) had very good quality in terms of the total mapping rate and number of reads. (B) Quality control for

cells after filtering. All cells had at least 0.5 million reads and at least 75% total mapping rate. Total mapping rate refers to the sum of uniquely mapping and multi-mapping reads.

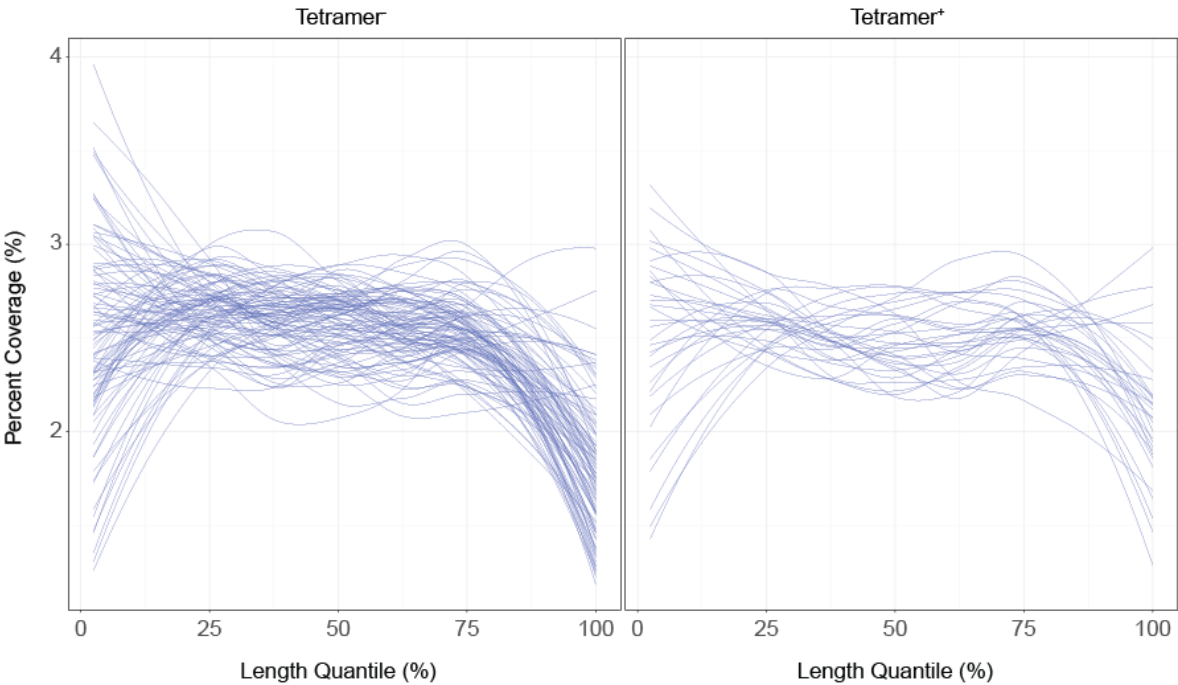

**Supplementary Figure 3.** Gene coverage for the Tetramer<sup>-</sup> and Tetramer<sup>+</sup> cells after filtering based on the output of QoRTs. Only the genes in the upper-middle quartile in terms of their expression were considered.

How the deposited data were processed for this re-analysis (not part of the article)

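Single CD4 T cells of 1 immunized mouse were sorted by binding of the P6:I-A b tetramer, 32 as P6+ and 144 as P6-, and sequenced by Smart-Seq2. The authors mapped the reads with STAR to GRCm38 with Ensembl annotation, counted reads per gene, replaced Ensembl identifiers by gene names and deposited the raw counts of all 176 cells with a table of the tetramer sign of each cell. The deposited counts are reads per gene that were neither normalized, imputed nor filtered for cells. The table had 53647 rows with 53546 different names, and 81 names were listed more than once. No row held reads outside genes. The tetramer sign matched the label of each of the 176 cells.

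From the counts, rows of the same name were averaged, cells were filtered at 500000 reads, 2000 genes and 10% mitochondrial reads, and counts were summed over the cells of a group and divided by the summed total (cpm). Log2 ratios used a pseudocount of 1 cpm. Detection was given at 1 read and at 10 reads, since low counts of genes abundant in other wells occurred on the plate. The median log2 ratio of a list was set beside 10000 random lists drawn from 50 bins of mean expression. Sums of reads carry exact Poisson and shares of cells exact binomial intervals at 95%, and a count of 0 allows 3 counts. Clonality and cluster labels came from Figure 4, receptor chains from Supplementary Table 1, and gene lists from Supplementary Table 2, of whose 83 genes for P6+ cells 80 were in the count table.

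Genes were named by a rule written before the data were examined: every gene whose expression the Results or Discussion state, the 4 segments of the main clone, and the 5 genes at each end of the log2 ratio among those with 20 cpm in the higher group and a read in 75% of its cells, without receptor segment genes. Gene positions were taken from GENCODE annotation of GRCm38, the build that the authors used. Lists of T helper, T_reg_, naive, cycling, B cell and myeloid genes were fixed at the same time.

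Imputation followed ALRA with an exact singular value decomposition on the 161 passing cells and 26035 genes, which kept 11 components. On simulated data of 160 cells and 3000 genes with 4 true components, 11 were kept, 94.0% of dropped values were filled and 98.4% of true zeros stayed at 0, so the rank was overestimated there. The simulated values held fewer zeros than the counts analysed here, so these shares need not carry over to them. The pooled ratios were tested on counts simulated for the comparison of expanded with non-expanded cells over 53546 genes. Of 200 genes changed by known amounts, 200 had the right direction and 99.5% were within 0.25 of the true log2 value. Seurat 5.3.0 under R 4.3.3 was used for clustering, where the authors used an earlier version. TMM factors came from edgeR 4.0.16 and size factors from DESeq2 1.42.0, on the pooled sums only and without a test. DESeq2 gave a size factor of 1 for both sums. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the remainder.

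Alternatives fixed before the data were examined changed the quality limits, the definition of a clone, the pooling, the normalization, the imputation, the depth, the pseudocount, the groups compared, and the settings of both clusterings. The mapping rate of each cell and the receptor of each named cell were not used here, so the alternatives that needed them were not run. The gene ontology terms and the structural model of the receptor were not analysed here. No values of UMAP were computed. Results for some genes are not reported here.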

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

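The comparison of P6+ cells with the P6- cells of the same plate was made for genes that the paper's text does not discuss, and the tests of depth, of plate and of 1 cell holding most reads were chosen after the ratios were seen. *Klrg1*, *Gzmb*, *Itgae*, *Penk* and *Lag3* had the highest log2 ratios in P6+ cells, at 9.18, 8.99, 8.69, 8.65 and 8.53. They were picked out because they stood above the level in P6- control cells. All but *Itgae* are in the paper's list of P6+ genes in Supplementary Table 2, and *Itgae* is in its list of expanded cells.

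*Klrg1* (chromosome 6 of GRCm38, 122270596 to 122282882) reached 1259 cpm in P6+ cells, with 10 or more reads in 19 of 32 cells, and 1.17 cpm in the 11 same-plate P6- cells, with 0 of 11. The other 4 genes reached 802, 547, 896 and 464 cpm, with 10 or more reads in 14, 11, 5 and 13 of the P6+ cells. Among the 129 passing P6- cells of all plates, *Klrg1* had 10 or more reads in 10 cells and reached 106 cpm. In non-expanded P6+ cells *Klrg1* reached 366 cpm against 1964 cpm in expanded cells.

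Sequencing depth is argued against, since the lowest log2 ratio of the 5 genes was 8.32 after every cell was thinned to the same number of reads. The comparison was made within the plate, where the lowest ratio was 3.68, for *Lag3*, with the failing same-plate cell included. Both groups carry the same prefix of cell names. If it marks the plate, a difference between plates is argued against by the design of this comparison. The failing cell alone lowered *Lag3* from 8.53, and against P6- cells of all plates the ratios ran from 1.85 to 3.56, so the size of the ratios rests on few P6- cells. A difference in handling between P6+ and P6- wells of the plate was not tested. Over the 5 genes the median share of P6+ cells with 10 or more reads was 40.6%, so a few cells holding most reads remains open. A single cell holding most reads is argued against for *Klrg1*, *Gzmb*, *Itgae* and *Lag3*, where 1 cell held at most 31.6% of the reads. For *Penk* it remains open, with 57.0% of the reads in 1 cell. The biological difference given by the design, binding of the P6 tetramer, was not separable from these with 1 mouse, and it stays open as untested.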

How the results depend on the processing

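No paired analysis was possible because the cells compared carry a single replicate number, that of 1 mouse, and the results come from no test. Of 41 alternatives to the 8 main results, all fixed before the data were examined, 25 stayed within the interval of the main value and 16 moved outside it. Only the medians of gene lists have a direction, and 0 of their 20 alternatives reversed it.

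For the quality filters, 1000000 reads kept 139 cells, 4000 genes kept 49 and 5% mitochondrial reads kept 132, against 161. A stricter limit keeps fewer cells by construction. Sharing a productive α CDR3 raised the largest group of P6+ cells to 19 from 10. Both chains were counted in 24 cells with non-productive chains included.

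The median log2 ratio of the T_reg_ genes was positive under all 15 alternatives, from 0.68 without expanded group 1 to 4.20 on imputed values. It was 1.77 as a difference of medians over cells and 1.69 with P6- cells in place of non-expanded cells. The percentile among random lists was 94.8 without group 1 and 96.5 for the medians over cells. Imputation moved the median of all genes by 0.48, and the lack of group 1 moved it by -0.38, while random lists matched on expression moved from -0.10 to 1.22 and to 0.00. The value on imputed values is thus in part a shift of all such genes. Without group 1 the median of all genes also fell, but the matched lists did not. Whether the lower T_reg_ value there is in part a general shift is thus left open. Without group 2 the median of all genes moved by -0.11, and against P6- cells by 0.11. The sign of single genes changed in 5 cases. *Foxp3* turned to 4.20 on imputed values and to 0.26 against P6- cells. The 4.20 is a difference of mean log values over cells, so it differs from the pooled ratio in measure as well as in imputation. The *Foxp3* value of 0.86 for the medians over cells compares 1.66 with 0.454 cpm, at the level of single reads, and is no change of direction. *Tgfb1* turned to -2.70 for the medians over cells. *Il10* turned to -3.14 without group 1, but the other expanded cells held 0 reads and the 217 reads of the non-expanded cells came from 1 cell, so the value is a limit set by the pseudocount.

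The list of P6+ genes had a median of 1.22 against P6- cells of all plates, against 2.68 within the plate. All 14 cells of expanded groups 1 and 2 shared a cluster without imputation and at a resolution of 0.1, because these settings gave 1 cluster of all cells. The number of P6+ cells placed as in Figure 4 fell to 20 without imputation, 24 with average linkage and 23 with a correlation distance. Expanded cells with *Foxp3* numbered 11 at 1 read, 6 at 10 reads, 5 at 10 cpm and 16 on imputed values. The stricter limits lower this number by construction. Imputation raised it in expanded cells, but left non-expanded cells at 9 of 15 and same-plate P6- cells at 5 of 11. Over all plates it raised P6- cells with *Foxp3* from 44 to 52 of 129.

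The alternatives that needed a mapping rate or a receptor for each named cell were not run. Depth limits the detection of weakly expressed genes. After thinning to 956708 reads per cell, 10 of the 16 expanded and 5 of the 15 non-expanded cells had a *Foxp3* read.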

Differences from the paper's values

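The paper gives a share of 19% of P6+ cells for cluster 3. The tree computed here placed 4 of 32 cells in the matching branch, which is 12.5%. The alternatives set before the data were examined gave 12.5% with average linkage and with a correlation distance and 9.38% without imputation and with unit variance, so none came within 1.5 times of the paper's value. Of the 16 expanded cells, 3 were in this branch, which is 18.8%.

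The paper gives an average of 2.5 M reads captured per cell. The reads counted on genes averaged 1.56 M over the 176 cells, and no alternative applied to this measure. The paper's number is of sequenced reads and the other of reads counted on genes, so the measures are not the same.

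The paper states that *Foxp3* was higher in expanded than in non-expanded P6+ cells. In pooled counts its log2 ratio was -0.81. Among the alternatives, the imputed values (4.20) and P6- cells in place of non-expanded cells (0.26) gave a positive value, and 12 gave a negative one. The imputed value is a difference of mean log values over cells and not a ratio of pooled reads. The difference of medians over cells was also positive (0.86), but both medians were at the level of single reads. With the 4 of 15 non-expanded cells that hold *Trbv13-2* reads left out, a choice made after seeing the values, the ratio was 1.32.

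The paper describes its transcriptional clusters as not clearly separated, with a good match to groups made up mostly of expanded, non-expanded or P6- cells. The sets of cells differ, with 129 P6- cells here and 97 in the paper. In the clustering computed here, the cluster with most expanded cells also held 13 of the 15 non-expanded cells. With no variables regressed out this number was 4, but both cells of expanded group 3 then fell in the same cluster as groups 1 and 2.

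For cluster 3 the paper states particularly high *Tgfb1*. In pooled counts *Tgfb1* was lowest in cluster 3, at 35.6 cpm, but single cells held 59.9%, 49.8% and 46.6% of the reads in clusters 1, 2 and 4. The median cell held 35.0 cpm in cluster 3, against 83.4, 13.8 and 32.0 cpm in clusters 1, 2 and 4, and the share of cells with 10 or more reads was highest in cluster 3, at 3 of 4.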

Other observations

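The tests below of the *Foxp3* reads of 1 cell and of 4 cells, of assembly in group 2, of *Trbv13-2* in non-expanded cells, of naive genes, of B cell RNA, of reads from other wells and of background genes were chosen or divided after the values were seen. The others were written before.

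The paper's list of P6+ genes in Supplementary Table 2 was compared between P6+ cells and P6- cells of the same plate. Of the 79 genes with reads, 68 were higher in P6+ cells, with a median log2 ratio of 2.68. All genes together had a median of 0.33 in this comparison. A difference between plates as the cause is argued against, since the list's median within the plate lay at percentile 100 of random lists. The list was chosen by the paper on these cells, so this is not independent evidence. The plate is read from the prefix of cell names.

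*Foxp3* was lower in the pooled reads of expanded than of non-expanded cells, where the paper states an increase. Imputation may account for the paper's direction in part, since the mean imputed values gave a log2 difference of 4.20 in favour of expanded cells. These are means of log values over cells, so the change of measure from pooled reads cannot be told apart from imputation here. The non-expanded cell with most *Foxp3* reads does not explain the pooled direction alone, since without it the log2 ratio was -0.23. The direction does rest on cells called non-expanded that hold the beta segment of the main clone. The 4 such cells held 83.3% of the non-expanded *Foxp3* reads, and without them the ratio was 1.32, the paper's direction. These cells were picked after the values were seen, by their *Trbv13-2* reads, and 1 cell then held 99.8% of the remaining reads. The biological difference between expanded and non-expanded cells stays open as untested.

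Of the 5 non-expanded cells with 10 or more *Foxp3* reads, 4 also had 48 or more reads of *Trbv13-2*, the beta segment of the main clone, and the 10 cells with fewer *Foxp3* reads had at most 1. Supplementary Table 1 lists the β CDR3 of the main clone in 4 unexpanded rows, but does not name the cells. The test of the beta segment of the main clone in cells called non-expanded rests on 4 cells with reads of both genes, and it was made on the data in which the pattern was seen. In the main clone itself only 3 of the 10 cells of group 1 had 10 or more *Foxp3* reads. All 16 P6+ rows of Supplementary Table 1 with TRBV13-2 list the β CDR3 of the main clone, and 16 P6+ cells have 10 or more *Trbv13-2* reads, 12 of them expanded. By these numbers the 4 non-expanded cells carry the β chain of the main clone. Whether this accounts for their *Foxp3* reads stays open, given the few such reads in group 1. The biological difference between expanded and non-expanded cells stays open as untested.

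No β chain was reconstructed in the 4 cells of expanded group 2. In 2 of them, with 572 and 550 reads of *Trbc2*, failed assembly of the *Trbv13-2* chain of the main clone is argued against. They held 0 *Trbv13-2* reads, where the lowest share in group 1, 9.40 per 100 *Trbc2* reads, would give at least 51.7. The other two had at most 5 *Trbc2* reads, so a missed chain of the main clone and another chain cannot be told apart in them. Another beta V segment in use was found in only 1 of the 4 cells, which held 388 reads of *Trbv12-2*. The others had at most 1 read of any V segment. No biological explanation was tested.

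The paper proposes that non-expanded P6+ cells might be naive T cells. The naive T cell genes had a median log2 ratio of -1.77 between expanded and non-expanded cells, at percentile 0.41 of random lists. The list as a whole met the limit set for the test, percentile 2.5 or lower. Since 2 of its 6 genes, among them *Ccr7*, went the other way, however, naive T cells among the non-expanded cells and another resting or follicular state cannot be told apart here. The *Ccr7* value leans on 1 cell, which held 37.7% of the reads of the expanded cells. The other lists gave medians of -0.10 for T_H_1, 0.32 for T_H_17, 0.43 for B cell, 1.48 for cycling and 1.09 for the 5 T_reg_ marker genes, at percentiles 41.9, 62.3, 86.4, 77.9 and 97.3. Of the T_H_2, CD8 and myeloid lists fewer than 3 genes had reads.

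*Cd79b* and *Cd74* stand in the paper's list of expanded cells. RNA from B cells is argued against, since the 2 P6+ cells with 10 or more *Cd79b* reads, at 905 and 1828 reads, held 0 reads of *Cd79a* and *Ms4a1* together. One of them was a non-expanded cell. Of the B cell genes that the test also named, *Ighm* had 10 or more reads in 9 of the 16 expanded and 5 of the 15 non-expanded cells, at 1334 and 728 cpm, and *Igkc* in 1 cell of each group. The source of the *Ighm* reads was not tested. No biological explanation was tested.

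Many cells of the plate held 1 to 9 reads of genes that were abundant in other cells. *Penk* had such reads in 38 of the 39 cells with under 10. Reads from other wells could account for low *Foxp3* reads in cells without its transcript. Low reads of β V segments, of which a cell should express few, were 2.05 times as frequent per read of the gene on the plate as those of *Foxp3*. This is a median over 6 segments, of which 2 were below *Foxp3*, with rates from 0 to 187.8 against 29.9 per 1000000 reads. Detection at 1 read may therefore overstate the number of cells that express a gene. No biological explanation was tested.

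P6+ cells had more genes per cell than P6- cells of the same plate, with a ratio of medians of 1.20. After thinning the ratio was 1.054, and the groups ranged over 2138 to 4846 and 2100 to 3176 genes. Sequencing depth and a difference between the cells cannot be told apart, because this ratio lies just above the limit of 5% more genes set before the test and the ranges overlap. Read strictly, the limit spoke against depth as the whole cause. The reading as open was chosen after the value was seen. The biological difference given by tetramer binding stays open as untested.

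The genes lowest in P6+ against same-plate P6- cells were *Gm47283*, *Gm12366*, *Slc34a2*, *Prpf38a* and *Gm21738*. In the 11 same-plate P6- cells, 1 cell held 98.2% of the *Gm21738* reads, 86.1% of those of *Prpf38a* and 61.7% of those of *Gm12366*, so these ranks rest on single cells. *Slc34a2* had 10 or more reads in all 129 passing P6- cells and in 4 of 32 P6+ cells. A background of wells with little RNA may account for *Slc34a2* and *Gm21738*, which were at least 789 times as high in 6 P6- wells of under 100000 reads as in passing P6- cells. It is argued against for the other genes, for which the highest such ratio was 2.55. The test was first written for all 5 genes, of which 2 met its limit of 10 times where at least 4 were needed. The division into these groups of genes was made after the values were seen. *Gm47283* is annotated on the Y chromosome, but cells from mice of different sex are argued against. *Xist* had 10 or more reads in 20.9% of P6- and 15.6% of P6+ cells, and *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* at most 1 read in any cell. The same-plate P6+ and P6- wells differed in this background and in mitochondrial share, with medians of 1.29% and 6.45%, so the plate as the unit of comparison does not remove every difference of handling. The biological difference given by tetramer binding stays open as untested.

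These 6 wells held 16810 to 66416 reads but 2327 to 5816 genes, where passing P6- cells thinned to the same totals had 1081 to 1528 genes. Across genes, which are not independent replicates, reads correlated with exonic length with a Spearman coefficient of 0.461 in these wells and 0.240 in the thinned cells. The difference of 0.220 passed the limit of 0.2 set before the test, in favour of this explanation. It was read as open only after the value was seen, because it lies close to the limit and 100 genes held 67.7% of the reads, against 26.0% in the thinned cells. Reads spread over genes by their length, as from genomic DNA, and another background cannot be told apart with these values. No biological explanation was tested.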
